A study of Mus musculus with 32 samples.

How the data were processed

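RNA sequencing measured gene expression in prospermatogonia, the male germ cells of the fetal testis, sorted from mouse embryos at embryonic day 14.5 (E14.5) or 16.5 (E16.5). Per the labels, the cells were sorted on an Oct4-EGFP reporter from male embryos of Taf4b heterozygous crosses, and a sequencing provider prepared the libraries from total RNA. Taf4b encodes a subunit of the general transcription factor TFIID. The labels give the genotype, the age, the replicate number, the collection date and the litter.

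The deposited gene tables hold 1 column per library. Their integer values are counts per gene from featureCounts, as deposited with no normalization, per the file names. A second deposited table per age holds TPM (transcript abundance scaled to a common total per library) per gene from StringTie, per the file names. The authors also deposited 1 DESeq2 table per age with a log2 fold change, a Wald score (the statistic column), a p-value, an adjusted p-value and another column, the deposited mean of normalized counts. The aligner, the tool versions and the authors' filters are not stated in the labels or the files. The model behind each deposited DESeq2 table was read from a refit of the deposited counts. The E14.5 table came from 5 libraries in 2 litters, with litter in the model. The E16.5 table came from 24 libraries, with heterozygous and wildtype libraries as 1 control group and litter in the model. The refits matched the deposited log2 values to within 1.1e-08 (E14.5) and 2.75e-04 (E16.5). The smallest total count of a listed gene was 25 over the 5 libraries and 240 over the 24 libraries.

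Every table was joined to its library by the genotype and replicate number in the column name. Each TPM column correlated best with the count column of its own library in 8 of 8 libraries at E14.5 and 24 of 24 at E16.5. Coordinates in the deposited tables are GRCm38: 99.99% of 20926 protein-coding genes overlapped their GRCm38 position, against 16.5% of 20891 for GRCm39. No pair of libraries was identical.

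Total counts ran from 28.3 to 44.1 M (mega) counts per library at E14.5 and from 17.7 to 25.7 M at E16.5. A count of 3 was taken as the floor, and it corresponds to at most 0.119 CPM (counts scaled to a common library total) in the E14.5 wildtype libraries. Floors and intervals cover counting error only.

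Groups were taken from the labels: 4 wildtype and 4 deficient libraries at E14.5, and 7 wildtype, 9 heterozygous and 8 deficient libraries at E16.5. Counts were analysed in R 4.3.3 with edgeR 4.0.16: trimmed mean of M-values (TMM) factors, filterByExpr on group, and the quasi-likelihood test with Benjamini-Hochberg adjustment, calls at an adjusted p under 0.05. The E14.5 comparison used the 8 libraries of that age, and the E16.5 comparisons used 1 fit over 24 libraries. The comparison of ages and the age difference in the deficiency effect used 1 fit over all 32 libraries. Positive log2 fold changes are higher in the first group named. CPM values use TMM-scaled totals, scaled within each age except in the comparison of ages, where all 32 libraries were scaled together. Exact permutation tests on log2(CPM + 1) compared Taf4b between genotypes, two-sided, with Benjamini-Hochberg adjustment over 4 comparisons.

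The 12 gene lists (211 symbols, 209 found in the tables; Meiosin and Ahsp were not) covered germ cell identity and piRNA pathway, pluripotency, meiosis, mitotic proliferation, other TFIID subunits and chromatin modifiers. The other 6 held markers of Sertoli, Leydig, interstitial, endothelial, macrophage and red blood cells, as a check on sorting purity. They were tested with camera at a preset correlation of 0.01 (limma 3.58.1), with fry and camera at an estimated correlation as checks, and Benjamini-Hochberg adjustment over the lists of a contrast. A list needed at least 4 tested members. Called genes were counted per chromosome and compared with Fisher's exact test, adjusted over 21 chromosomes, with genes within 20 Mb of Taf4b counted separately. The correlation between heterozygous and deficient effects was set beside 100 simulations with no effect that shared the wildtype libraries, and 100 relabellings of wildtype and heterozygous libraries.

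Genes were named by a rule: Taf4b, and up to 4 rising and 4 falling genes per contrast with the largest absolute log2 fold change. They needed an adjusted p under 0.05, an average log2 CPM of at least 1, a symbol not made of Gm and a number or ending in Rik, and the same sign with litter as a covariate. The age contrast used the rule without the litter condition. The comparisons, tests, gene lists, naming rule and the alternatives listed next were chosen before the data were examined.

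Alternatives fixed in advance were DESeq2 size factors in the edgeR fit, the DESeq2 1.42.0 Wald test, no filter on low counts, a mean of at least 10 counts per library, an absolute log2 fold change of at least 1, litter or collection month as a covariate, the replicate number as a block, protein-coding genes only, only the 2 groups compared in the fit, and leaving out each E14.5 library or each E16.5 litter. The TPM tables were tested with limma (trend) on log2(TPM + 1) or log2(TPM + 0.1). The authors' models, each E16.5 library left out in turn, E14.5 libraries left out of the age contrasts, the effect correlation and the gene lists, and a selection of 200 genes each way for the heterozygote test were added after seeing the data.

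The tests were checked on simulated data made from the real means and library sizes with 200 genes changed by 2 on the log2 scale. With 8 libraries at E14.5, edgeR called 61.0% of 200 changed genes, and 7.58% of the called genes were unchanged ones. At E16.5 it called 98.0%, and 4.85% of its calls were unchanged genes. The age difference test called 81.0%, with 4.14% unchanged among its calls. DESeq2 called 83.5% at E14.5, with 37.9% unchanged among its calls, and 98.5% at E16.5, with 16.2% unchanged. Exact tests and figures used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. No library was left out of the comparisons. Raw reads and exon-level counts were not analysed here.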

Results

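RNA was sequenced from 32 libraries of sorted prospermatogonia, 8 from E14.5 and 24 from E16.5 embryos. The E14.5 libraries were 4 wildtype and 4 deficient, and the E16.5 libraries were 7 wildtype, 9 heterozygous and 8 deficient. The mean total was 40.7 ± 4.91 M counts (SD, n = 4) in E14.5 wildtype, 34.4 ± 6.71 (n = 4) in E14.5 deficient, 22.8 ± 2.14 (n = 7) in E16.5 wildtype, 22.5 ± 1.84 (n = 9) in heterozygous and 20.4 ± 1.58 (n = 8) in E16.5 deficient libraries. The E14.5 libraries came from 4 litters and the E16.5 libraries from 6 other litters, so age and collection batch cannot be told apart. Litters were only partly shared between genotypes, and the main counts and the genes named for E16.5 are also given with litter as a covariate. In all 32 libraries the Y-linked genes were detected: Ddx3y at 20.8 to 64.2 CPM, Eif2s3y at 69.6 to 200 CPM, Kdm5d at 9.30 to 38.6 CPM and Uty at 20.5 to 49.7 CPM. Xist ranged from 0.276 to 11.6 CPM.

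Taf4b (ENSMUSG00000054321; GRCm38 chromosome 18, 14783245 to 14900359) was examined first, because it checks the genotype labels. At E14.5 its level was 169 ± 40.9 CPM (SD, n = 4) in wildtype and 29.7 ± 8.19 CPM (n = 4) in deficient libraries, 17.6% of wildtype, and all 4 deficient libraries lay below all wildtype libraries. The exact permutation test gave p = 0.0286, the smallest that 4 against 4 libraries can give. At E16.5 it was 214 ± 81.3 CPM (n = 7) in wildtype, 133 ± 34.7 CPM (n = 9) in heterozygous and 68.7 ± 27.4 CPM (n = 8) in deficient libraries. Exact permutation tests gave p = 9.32e-04 for deficient against wildtype (adjusted 0.0037 over 4 comparisons), p = 0.0234 for heterozygous against wildtype (adjusted 0.0286) and p = 0.0032 for deficient against heterozygous (adjusted 0.0064). The edgeR quasi-likelihood test gave log2 fold changes of -2.51 ± 0.25 (SE) at E14.5 (adjusted p 0.0822), -1.64 ± 0.24 for E16.5 deficient against wildtype (3.74e-04), -0.69 ± 0.23 for heterozygous against wildtype (1.00) and -0.95 ± 0.22 for deficient against heterozygous (0.00868). With litter as a covariate the 4 values were -2.79, -1.93, -0.82 and -1.11 (edgeR adjusted p 0.428, 0.00301, 0.863 and 0.0663). The library labelled E16.5 deficient replicate 8 held 134 CPM, within the range of the wildtype libraries (125 to 318 CPM), while the other 7 libraries labelled deficient held 50.1 to 70.1 CPM. The library labelled E16.5 heterozygous replicate 5 held 54.9 CPM, against 112 to 182 CPM in the other 8. Both were kept under their labels.

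**Figure D1:**
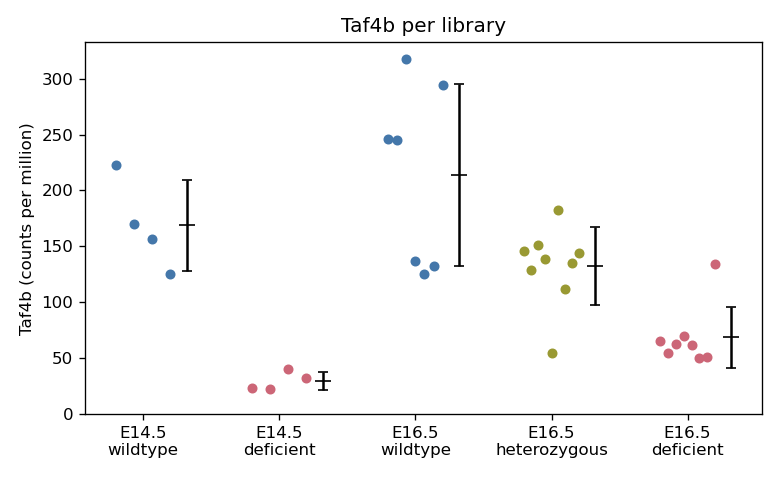
Taf4b in CPM (y axis) in each library (points) of the 5 groups (x axis), with the mean and SD of each group in black. The deficient libraries lie between 22.5 and 39.9 CPM at E14.5 and, apart from the library labelled replicate 8 at 134 CPM, between 50.1 and 70.1 CPM at E16.5.

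The first comparison asked which genes changed in deficient prospermatogonia at E14.5. Of 18475 genes tested, edgeR's quasi-likelihood test called 0 at a Benjamini-Hochberg adjusted p under 0.05, and 778 had an unadjusted p under 0.05, where 924 would be expected if no gene differed. The smallest adjusted p was 0.0822, that of Taf4b. Among alternative settings with all 8 libraries, the DESeq2 Wald test gave the largest count, 5 genes. The authors' DESeq2 model, with 5 libraries and litter, listed 248 genes (below), and edgeR on those 5 libraries with litter called 0 (1061 had an unadjusted p under 0.05). On simulated data of the same size the edgeR test called 61.0% of genes changed by 2 on the log2 scale, and smaller changes were not simulated. The biological coefficient of variation of the real data was 0.50.

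The deposited E14.5 table of the authors lists 248 of 22375 genes at an adjusted p under 0.05, of which 239 were higher and 9 lower in deficient libraries by the log2 fold change column. That column has the opposite sign to the deposited Wald statistic in all 22375 genes. Taf4b is listed at -2.83, so the fold change column gives deficient relative to wildtype. Its log2 fold changes had a Pearson correlation across genes of 0.858 with the edgeR values from 8 libraries, and of 0.993 with litter as a covariate. Litters B and D each hold a single genotype, so the litter fit takes its genotype effect from the same 5 libraries as the deposited table. A value near that was therefore set by the design and is not separate evidence. Genes are not independent replicates. Of the 194 of these genes with an edgeR test, 0 were called by edgeR with litter as a covariate (1534 of all genes tested had an unadjusted p under 0.05). On simulated data that fit called 40 of 200 genes changed by 2 on the log2 scale, so the 0 is weak evidence.

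At E16.5 the deficient and wildtype libraries differed in 4113 of 24382 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2011 higher and 2102 lower in deficient libraries. Of these, 1077 changed by at least 1 on the log2 scale, 317 higher and 760 lower. Leaving out litter F, which holds 3 of the 7 wildtype libraries, left 228 genes, and how much of this fall the loss of libraries explains was not tested. Litter as a covariate gave 2232 genes, of which 1773 were among the 4113, all with the same sign. Leaving out the library labelled deficient replicate 8 gave 5017 genes, and leaving out deficient replicate 1 gave 6613. Both directions were about equally frequent with counts, but the deposited TPM values gave 855 higher and 3209 lower genes by limma on log2(TPM + 1), with a median log2 fold change over all genes of -0.10, so the balance of directions depends on the scaling.

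Among genes higher in E16.5 deficient libraries, the naming rule gave Khdc3, Lhx1, Lefty1 and Etv4. Lhx1 (ENSMUSG00000018698; chromosome 11, 84518284 to 84525535) rose from 2.33 ± 0.857 CPM (SD, n = 7) in wildtype to 12.1 ± 9.20 CPM (n = 8) in deficient libraries, a log2 fold change of 2.38 ± 0.41 (SE; edgeR adjusted p 0.00108). The log2 fold changes were 2.45 for Khdc3, 2.29 for Lefty1 and 2.16 for Etv4, with edgeR adjusted p of 0.00726, 0.00389 and 0.00151. Among genes lower in deficient libraries the genes it gave included Cd22, Unc45b and Gys2. Unc45b (ENSMUSG00000018845; chromosome 11, 82910550 to 82943403) fell from 10.1 ± 3.07 CPM (n = 7) to 2.21 ± 1.33 CPM (n = 8), a log2 fold change of -2.18 ± 0.35 (edgeR adjusted p 6.54e-04). The log2 fold changes of Cd22 and Gys2 were -2.29 and -2.12, with edgeR adjusted p of 9.65e-04 and 0.00283. With litter as a covariate the adjusted p was 0.0258 for Khdc3, 0.0139 for Lhx1, 0.0123 for Lefty1, 0.0229 for Etv4, 0.00208 for Cd22, 0.00176 for Unc45b and 0.00582 for Gys2.

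**Figure D2:**
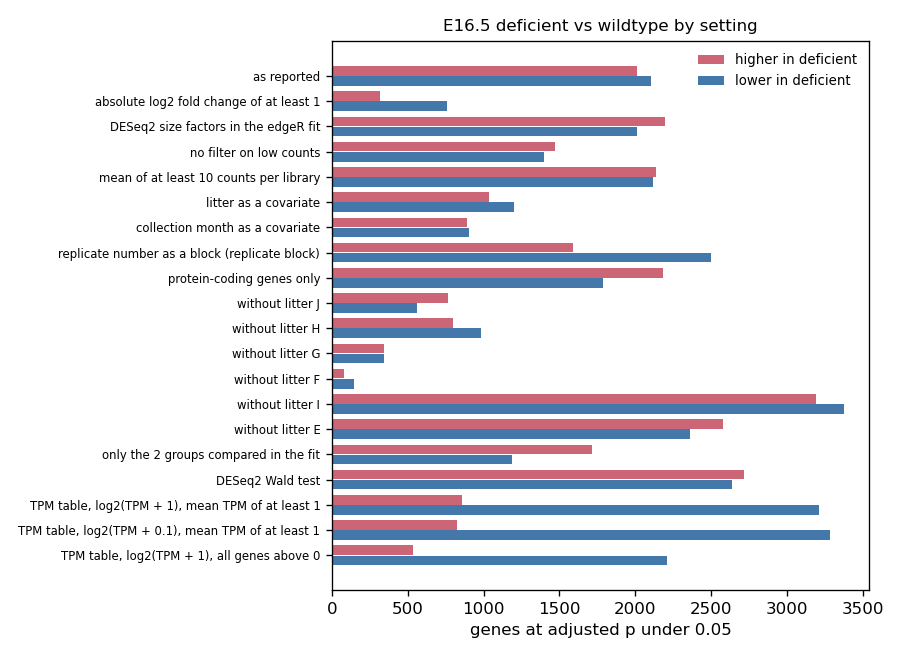
Number of genes at an adjusted p under 0.05 (x axis) in E16.5 deficient against wildtype libraries, higher (red) and lower (blue) in deficient. The y axis lists the reported test and the alternative settings. Fits that left out a single library are not shown. Without litter F the total is 228 genes, against 4113 as reported, and in the TPM tables lower genes outnumber higher ones.

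The heterozygous libraries were compared with wildtype to see whether 1 intact copy of Taf4b changes expression. Of 24382 genes, edgeR called 0, and 460 had an unadjusted p under 0.05, against 1219 expected by chance. The DESeq2 Wald test called 2. The correlation across genes between heterozygous and deficient effects, both against wildtype, was 0.283. Simulations with no effect but shared wildtype libraries gave a mean of 0.545 (at most 0.561) on the log2 CPM scale. They held no effect in deficient libraries either, unlike the data, so they cannot place the observed value. Relabelled wildtype and heterozygous libraries gave a mean of 0.258 (-0.19 to 0.67). Of the relabellings, 48 of 100 were at or above the observed value on the log2 CPM scale (0.296). With litter as a covariate the correlation was 0.642, which cannot be set beside these values, as no simulation or relabelling was made for that fit. To remove the shared control, genes were to be selected with odd-numbered wildtype libraries and measured against even-numbered ones, but that selection called 0 genes (3890 had an unadjusted p under 0.05). The reverse selection, with even-numbered libraries, called 729 genes higher and 290 lower in deficient libraries, of which 721 and 287 were measured. Their median heterozygous effects were -0.14 and 0.0097 (exact permutation test, p = 0.295 and p = 0.849). The 200 genes with the smallest p each way with odd-numbered libraries were a selection chosen after the data were seen. Of these, 191 higher and 200 lower genes were measured. The median heterozygous effect was 0.16 in genes higher and -0.15 in genes lower in deficient libraries (exact permutation test, p = 0.0727 and p = 0.109). Selecting 200 genes each way with the even-numbered libraries (200 and 198 measured) gave -0.25 and 0.02 (exact p = 0.203 and p = 0.807), so the direction was not stable.

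Deficient and heterozygous libraries differed in 3837 of 24382 genes (edgeR, Benjamini-Hochberg), 1903 higher and 1934 lower in deficient, and 955 of these changed by at least 1 on the log2 scale. Of the 3837 genes, 2737 were also called against wildtype, all with the same sign. Litter as a covariate left 297 genes, 286 of them among the 3837, and leaving out litter G, which holds 2 wildtype and 5 heterozygous libraries, left 191. The rule named Lhx1, Otx2, Khdc3 and Ddit4 as higher, with log2 fold changes of 2.38, 2.30, 2.17 and 2.10 (edgeR adjusted p 7.86e-04, 0.00458, 0.00897 and 0.00352). It named Agt, Unc45b, Kcnn4 and Fcrla as lower, with log2 fold changes of -1.90, -1.86, -1.86 and -1.83 (edgeR adjusted p 0.0069, 0.00196, 0.00635 and 0.0398). With litter as a covariate the higher genes had an adjusted p of 0.0741, 0.137, 0.108 and 0.0597 (log2 fold changes of 1.45, 1.53, 1.55 and 1.78) and the lower ones of 0.592, 0.00954, 0.0087 and 0.194 (-0.31, -1.79, -1.41 and -1.27), so only Unc45b and Kcnn4 were called.

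The deposited E16.5 table of the authors compares deficient libraries with heterozygous and wildtype libraries together. It lists 3447 of 22760 genes at an adjusted p under 0.05, 1663 higher and 1784 lower in deficient libraries, and Taf4b at -1.44. The same comparison in edgeR with litter as a covariate, a choice made after the table was seen, called 1929 genes. Among genes in both, 1908 were called here, and all 1908 were among the authors' genes. The fold changes correlated across genes at 0.999, against 0.889 for deficient against wildtype and 0.857 for deficient against heterozygous.

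Whether the deficiency effect differed between the ages was tested directly. Of 27099 genes, edgeR's quasi-likelihood test called 558 at a Benjamini-Hochberg adjusted p under 0.05, with 96 more positive and 462 more negative at E16.5. The count was 2 without E14.5 deficient replicate 1, 0 without E14.5 wildtype replicate 2 (5075 genes at an unadjusted p under 0.05), 5 and 4 without wildtype replicates 3 and 4, and 1819 without deficient replicate 4. Deficiency effects at both ages had a Pearson correlation across 17897 genes of -0.139 (Spearman -0.0597), and of 0.166 without E14.5 deficient replicate 1. The jackknife SE over the 8 E14.5 libraries was 0.279. As 0 genes were called at E14.5, an overlap of calls could not be tested. Of 763 genes with an unadjusted p under 0.05 at E14.5, 128 were called at E16.5, where chance gives 141 (Fisher's exact test, p = 0.216). Litter as a covariate in both fits gave 172 of 1514 such genes, where chance gives 151 (Fisher's exact test, p = 0.0659). The Pearson correlation of effects was then -0.059 (Spearman 0.026). The direction of this overlap was not stable: it was 175 where chance gives 155 without deficient replicate 1 (Fisher's exact test, p = 0.0681, 153 with the same sign), 81 against 65.7 without wildtype replicate 4 (p = 0.0386), 128 against 155 without deficient replicate 2 (p = 0.014) and 233 against 264 without deficient replicate 3 (p = 0.028).

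Between wildtype ages, 19802 of 27099 genes were called by edgeR, 11985 higher and 7817 lower at E16.5. The median log2 fold change over all genes was 0.54, and 0.70 with DESeq2 size factors, so log2 fold changes and folds are given relative to the first of these shifts, and CPM values in this paragraph were scaled over all 32 libraries. Of the called genes, 11692 lay above and 8110 below the median. Of the genes named by the rule, Serpina3c, Pglyrp4, Ceacam5 and Acrv1 had at most 2 counts in every E14.5 wildtype library. Against a floor of 3 counts they were at least 141-fold, 26.6-fold, 23.5-fold and 22.7-fold higher at E16.5. Lefty1 and Ckb fell from 364 ± 180 and 757 ± 344 CPM (SD, n = 4) to 2.76 ± 1.76 and 10.5 ± 5.45 CPM (n = 7), log2 fold changes relative to the median gene of -7.59 and -6.72 (edgeR adjusted p 5.95e-11 and 7.53e-12). Hist1h1b fell from 19.9 ± 8.38 to 0.104 ± 0.0772 CPM. Taf4b was not called by edgeR before that shift (log2 fold change -0.24, adjusted p 0.442). This value lies below the median of 0.54, and the difference of Taf4b from the median gene was not tested.

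The 12 gene lists were tested with camera in each comparison, with Benjamini-Hochberg adjustment over the lists. In E16.5 deficient against wildtype libraries 3 lists were called, all higher. Their mean log2 fold changes were 0.58 for mitotic proliferation (camera adjusted p 2.69e-09), 0.73 for pluripotency (3.95e-04) and 0.24 for chromatin modifiers (7.77e-05). Of the proliferation genes, 17 of 24 were called over all genes tested and 20 adjusted over the list alone. Of the pluripotency genes, 10 of 20 were called over all genes and 10 adjusted over the list alone. Of the chromatin modifiers 13 and 17 of 42 were called, and 10 and 14 of these were higher in deficient libraries. All 3 calls held under fry and with litter as a covariate, and none held under an estimated correlation, where 0 lists had an unadjusted p under 0.05. The other 9 lists were not called. Their mean log2 fold changes were 0.05 for germ cell identity, 0.07 for meiosis, 0.14 for TFIID subunits, 0.41 for Sertoli, -0.54 for Leydig, -0.25 for interstitial, -0.36 for endothelial, -0.45 for macrophage and 0.36 for red blood cell genes. An exact permutation test of the list means per library gave no adjusted p under 0.05 in any of the 12 lists. The smallest was 0.121 in deficient against wildtype libraries, and 0.0919 (chromatin modifiers) in deficient against the 6 heterozygous and wildtype libraries of their litters.

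In E16.5 deficient against heterozygous libraries camera called 5 lists. Proliferation (mean log2 fold change 0.58), pluripotency (0.72) and chromatin modifiers (0.24) were higher, and Leydig (-1.33) and macrophage (-0.82) markers lower, with camera adjusted p of 1.80e-10, 9.47e-05, 2.07e-05, 0.00151 and 5.04e-04. Of these, 4 held under fry and 0 under an estimated correlation, and litter as a covariate left the 3 higher lists. Heterozygous against wildtype libraries gave 4 lists, all higher: meiosis (0.12), Sertoli (0.20), Leydig (0.79) and macrophage markers (0.37). None of them held under fry or an estimated correlation. Litter as a covariate also gave 4 lists, of which 2, meiosis and Leydig markers, were among these. At E14.5, 6 lists were called: germ cell identity (-0.42), pluripotency (-0.14), meiosis (-0.25) and chromatin modifiers (-0.10) lower, and Sertoli (2.22) and interstitial markers (4.50) higher, none of them under fry or an estimated correlation. Litter as a covariate gave 7, of which 5 were among these 6. Without E14.5 deficient replicate 1 the interstitial value was -1.13, the pluripotency value 0.070 and the Sertoli value 0.58, and without E14.5 wildtype replicate 1 the germ cell identity value was 0.085. In the age difference 9 lists were called, 1 of them under fry. Between wildtype ages 3 lists were lower at E16.5, with means relative to the median gene of -3.35 for proliferation, -3.01 for pluripotency and -1.26 for chromatin modifiers. Fry called these 3 and 4 others, and an estimated correlation called 0 (1 list had an unadjusted p under 0.05).

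**Figure D3:**
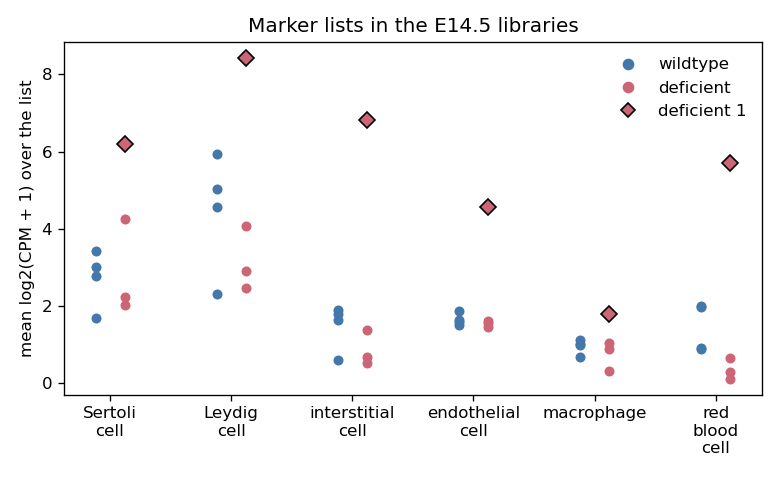
Mean log2(CPM + 1) over each of the 6 marker lists of other cell types (x axis) in the E14.5 wildtype and deficient libraries (points), with deficient replicate 1 as a diamond. In deficient replicate 1 the 6 means are the highest of the 8 libraries.

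The genes called at E16.5 were counted by chromosome. Against the 24382 genes tested, 0 of 21 chromosomes passed a Benjamini-Hochberg adjusted p of 0.05 in Fisher's exact test for deficient against wildtype libraries. The result was 0 as well at an adjusted p under 0.01 and with litter as a covariate, and 5 chromosomes had an unadjusted p under 0.05 (the smallest was 0.00861, for chromosome 10). Of 201 genes within 20 Mb of Taf4b, 27 were called (13.4%), against 16.9% elsewhere (Fisher's exact test, p = 0.219), and p was 0.902 with litter as a covariate. In deficient against heterozygous libraries 24 were called (11.9%, against 15.8% elsewhere, Fisher's exact test, p = 0.145), and with litter as a covariate 6 (2.99%, against 1.20%, unadjusted p = 0.037). The X chromosome was not over-represented (146 of 879 genes, p = 0.891), but its called genes were more often lower than elsewhere (91 of 146, Fisher's exact test, p = 0.00681), which did not hold with litter as a covariate (p = 0.37).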

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

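The tests in this part were chosen only after the results were seen, except the other splits of the samples for the age difference.

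The outlier test was run on 75 combinations of a measure and a group, and 9 exceeded the threshold in 6 libraries, where 3.75 are expected by chance. Of the 9, 4 were in E14.5 deficient replicate 1. Its mean log2(CPM + 1) was far above the other deficient libraries in interstitial (6.83), endothelial (4.56) and red blood cell (5.71) markers, and far below them in mitotic proliferation (7.68). All 6 marker lists were highest of the 8 libraries in it, while its pluripotency mean was 5.22, below the 6.15 to 6.72 of the other 7. Its meiosis mean was 3.52, also below theirs (3.94 to 4.25), and its germ cell identity mean was 6.47, inside their range (6.11 to 7.60). The most abundant genes of the Leydig, interstitial, Sertoli and red blood cell lists in it were Cyp17a1 (1895 CPM, at most 312 elsewhere), Col3a1 (1356, at most 33.4), Clu (1277, at most 303) and Hbb-bs (624, at most 35.0). A difference in library size is argued against by its total of 43.9 M counts, inside the range of the others (28.3 to 44.1). RNA from other cells, such as interstitial, Leydig and blood cells, may be present in this library, since the means of all 6 marker lists rose at once. Gene by gene, 4 of 9 macrophage markers were highest in it, and that mean rested largely on Lyz2 (119 CPM, at most 2.16 elsewhere). The endothelial marker Pecam1 (43.2 CPM, up to 183 elsewhere) and the Sertoli marker Amh (44.4, up to 50.7) were not highest in it. Elsewhere the other endothelial markers reached at most 6.70 CPM (Egfl7), so Pecam1 did not follow its list there. Of the 8 endothelial markers, 7 were highest in deficient replicate 1. The germ cell lists keep RNA from other cells open: pluripotency and meiosis genes were lower, and germ cell identity genes were not. In the other 7 libraries the interstitial mean was at most 1.89, which argues against a rise shared by deficient libraries. Only the marker genes of the 6 lists that were members in a fit were checked further (57 genes, with 7 of the 10 red blood cell genes). Of these 57, 39 had a median of at least 1 CPM in the other 7 libraries, and 0 were in another list.

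The age difference in the deficiency effect, with 558 genes, is a difference between groups. In 33 of 100 splits of the libraries within each age as many genes or more were called, so the count is not larger than regrouping of the libraries gives. Without E14.5 deficient replicate 1 the count was 2, which may point to RNA from other cells in that library. Leaving out E14.5 wildtype replicate 2, 3 or 4 also brought it to 0, 5 and 4 genes, so the source of the 558 genes cannot be told apart. In 445 of the 462 more negative genes (96.3%, where chance gives 12.5%) the highest E14.5 value was that of deficient replicate 1, but these genes were selected with that library in the test.

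The library labelled E16.5 deficient replicate 8 had Taf4b at 134 CPM, above the other 7 labelled deficient. The pseudogene Gm21055 (chromosome 18, 14830668 to 14832016), inside Taf4b and chosen after its values were seen, was read as a second marker of the mutated allele. Its level was 0.111 CPM (2 counts) in this library, within the wildtype range (0 to 0.241 CPM) and below the other 7 labelled deficient (0.290 to 1.35 CPM). A mislabelled sample is a candidate explanation. The counts are near the floor, reads may be shared between Gm21055 and Taf4b, which lie on the same strand, and no biological explanation was tested.

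The E14.5 wildtype replicate 1 mean for mitotic proliferation was 7.92, low among wildtype libraries. On an axis from E14.5 to E16.5 expression made without it, its score was 0.33, where 0 is the mean of the other E14.5 wildtype libraries and 1 that of E16.5. Its litter mate, deficient replicate 1, scored 0.39, and the other 6 E14.5 libraries ranged from -0.06 to 0.07. Wildtype replicate 1 was also highest of its group in 6 of 6 marker lists. A more advanced litter and RNA from other cells are candidate explanations that cannot be told apart, since the red blood cell, endothelial and interstitial markers also rose between wildtype ages (means relative to the median gene of 2.93, 1.73 and 0.87). Sertoli markers fell between the ages (-1.06), although wildtype replicate 1 was highest in them too, which goes against a more advanced litter for that list. The same holds for low proliferation in deficient replicate 1. The litter has only these 2 libraries.

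The other 3 values were chromatin modifiers in E14.5 wildtype replicate 2 (6.24, low), endothelial markers in E16.5 wildtype replicate 1 (2.57, low) and red blood cell markers in E16.5 heterozygous replicate 1 (5.27, high). The total of E14.5 wildtype replicate 2 was 44.1 M counts, the highest of its age. Wildtype replicate 1 had a close total (43.8 M), and its chromatin modifier mean was 6.52 or higher. This goes against a library size effect, although it rests on 1 library, and chance was not excluded. E16.5 wildtype replicate 1 was lowest of its group in 4 of 6 marker lists, and heterozygous replicate 1 highest of its group in 3 of 6. RNA from other cells in unequal amounts could give either, and with 1 library each this cannot be told apart from chance. No biological explanation was tested for these 3.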

How the results depend on the processing

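Of the alternatives, the authors' models, the E16.5 libraries left out 1 at a time, the E14.5 libraries left out of the age contrasts, effect correlation and gene lists, and the 200-gene selections were chosen after seeing the data.

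E14.5 deficient against wildtype gave 0 called genes in every alternative except 1 with no filter on low counts, 5 with DESeq2 and the 248 that the authors' DESeq2 table of 5 libraries lists (edgeR on those libraries with litter gave 0) (283 to 1480 genes at an unadjusted p under 0.05 across the leave-one-out fits). E16.5 heterozygous against wildtype gave 0 except 2 with DESeq2.

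E16.5 deficient against wildtype (4113 genes) gave 1077 at an absolute log2 fold change of at least 1, 2232 with litter and 1794 with collection month as a covariate, and 228 (without litter F) to 6613 (without deficient replicate 1) across the fits that left out a litter or a library. Deficient against heterozygous (3837) gave 955, 297 with litter, 644 with month, 2450 with all TPM genes, and 191 (without litter G) to 6198 (without deficient replicate 1). The other alternatives stayed within 1.5 times. Leaving out a litter removes libraries, and how much of the fall this explains was not tested. TPM scaling moved the median log2 fold change by -0.10 to -0.13 and gave 855 higher and 3209 lower genes against wildtype and 744 and 2947 against heterozygous; the cause was not tested.

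Replicate numbers did not pair the libraries across all groups: the mean correlation of same-number pairs was -0.08 at E14.5 and 0.02 at E16.5, with 1 of 4 and 11 of 22 over 0.1. Heterozygous and deficient replicates 1 to 8 gave 0.64, 0.61, 0.18, 0.38, 0.16, 0.29, 0.25 and -0.06. Replicates 1 to 4 of these groups shared litters, so number and litter cannot be told apart there. Same-number pairs with a wildtype library ranged from -0.64 to 0.39 at E16.5. A fit with a replicate block gave 4090 genes for deficient against wildtype and 2894 for deficient against heterozygous.

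The age difference (558) gave 860 with a mean of at least 10 counts, 1217 with DESeq2, and 0 (without E14.5 wildtype replicate 2) to 1819 (without deficient replicate 4); the cause was not tested. Wildtype ages gave 16394 to 24644 genes. Deficient against heterozygous and wildtype together (1929) gave 6406 with no covariate and 3457 with DESeq2. The effect correlation across ages ran from -0.19 (without wildtype replicate 1) to 0.17 (without deficient replicate 1). The heterozygote correlation moved from 0.28 to 0.64 with litter as a covariate, a fit without a null. The heterozygous effect reversed with even-numbered selection: -0.14 and -0.25 in genes higher, 0.0097 and 0.022 in genes lower in deficient libraries; the cause was not tested.

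Called gene lists fell to 0 under an estimated correlation in all 6 comparisons and under fry at E14.5 and in heterozygous against wildtype. Fry gave 1 in the age difference and 7 between wildtype ages, and litter gave 3 in deficient against heterozygous. At E14.5, leaving out 1 library gave 4 (without wildtype replicate 2) to 8 lists (without deficient replicate 4). List means there ran from -0.32 to 0.070 for pluripotency, -0.15 to 0.19 for proliferation, -1.98 to 2.39 for Leydig, -1.13 to 4.94 for interstitial, -0.48 to 2.45 for endothelial and -3.21 to 4.04 for red blood cell markers. Leaving out deficient replicate 1 gave the maximum for pluripotency and proliferation and the minimum for the other 4 lists. With litter as a covariate, means reversed to 0.28 for Leydig in deficient against wildtype, -0.15 for interstitial in heterozygous against wildtype, and 0.018 for meiosis and -0.58 for red blood cell markers in deficient against heterozygous.

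Of 24 gene results picked by the naming rule, in 768 alternatives, 46 values were weaker and 0 reversed. Taf4b was weaker in 1 (deficient against heterozygous with litter) and stronger in 2 of 170. Of 288 list values, 62 were weaker, 14 stronger and 13 reversed.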

Other observations

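The tests in this part were chosen only after the results were seen, except the other splits of the samples for the age difference, the comparison of ages and the pooled control.

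Other splits of the same libraries were compared with the real groups. For E14.5 deficient against wildtype, 24 of the 35 splits of the 8 libraries gave as many genes with an unadjusted p under 0.05 as the real one (778). For E16.5 deficient against wildtype 2 of 100 splits of the 15 libraries gave as many called genes, the real one included. The other gave 5255 genes and exchanged wildtype replicates 1 and 6 with deficient replicates 1 and 4, from 4 litters. It put all libraries of litter J in 1 group, which the real split does not, so a part of litter in it was not excluded. With litter as a covariate the real groups gave 2232 genes. For heterozygous against wildtype, 67 of 100 splits gave as many genes at an unadjusted p under 0.05 (460). For deficient against heterozygous 1 of 100 splits, the real one, gave 3837 or more. The real split was also the only 1 of 100 for the 2 wildtype ages and the only 1 of 100 for deficient against the pooled control. The numbers of gene lists called by camera were common among splits: 28 of 35 splits gave as many at E14.5, 76 of 100 in E16.5 deficient against wildtype, 47 of 100 in heterozygous against wildtype and 47 of 100 in deficient against heterozygous. In the age difference 39 of 100 did, and in the 2 wildtype ages 87 of 100. The absolute correlation of effects across ages was reached in 32 of 35 splits.

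In the authors' deposited E14.5 table, 239 genes were higher in deficient libraries. In 236 of them the highest E14.5 value was that of deficient replicate 1. The median log2 difference was 3.43 in litter A and 1.14 in litter C, with 239 of 239 genes higher in each. It was -0.66 between deficient replicate 4 and wildtype replicates 3 and 4, which the table did not use, with 19 of 239 genes higher. RNA from other cells in deficient replicate 1 is a candidate explanation for the list, and it was left open, since the last value compares libraries of different litters and months and deficient replicate 4 was lowest of its group in 6 of 6 marker lists. The count of 236 and the values of litters A and C are not independent evidence, since the genes were selected with those libraries. Of the 239 genes, 21 are in the marker lists, which hold only 8 to 14 genes each. No chance value was computed for this count.

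The E16.5 deficient libraries were scored on an axis from the 4 E14.5 wildtype to the 10 E16.5 libraries of litters F and G, which hold no deficient library (3680 rising and 4345 falling genes). The 8 deficient libraries scored 0.816 ± 0.164 (SD) and the 6 control libraries of their litters 0.986 ± 0.0819, a difference of -0.17 (exact permutation test, two-sided, p = 0.0406). The difference within litters was -0.15 (exact p = 0.0278), so litter is argued against as the whole source, and deficient libraries scored lower on average in 4 of 4 litters. It was -0.17 after GC content and gene length trends were removed (exact p = 0.0433) and -0.17 at equal library size (exact p = 0.0406). On axis genes that differed by less than 0.5 between E14.5 deficient replicate 1 and its litter mate it was -0.16 (exact p = 0.0423). That filter cannot decide on RNA from other cells. The litter mate may hold such RNA too, and the E16.5 libraries scored here may differ in it. Without the library labelled deficient replicate 8, a possible mislabelled sample, the difference was -0.18 (exact p = 0.039). The correlation across genes between the axis and the deficient effect was -0.71. It restates the lower score of the deficient libraries and is not separate evidence. Slower progression along the age axis in deficient libraries is a candidate explanation and remains a hypothesis. The p-value is close to the threshold: it was over 0.05 in 9 of 14 analyses that each left out 1 library, up to 0.0808 without heterozygous replicate 1 (difference -0.15), and the difference ranged from -0.20 to -0.14, so dependence on 1 library cannot be excluded by it. The pluripotency, proliferation and chromatin modifier lists all fall between the wildtype ages, so their higher values are not separate evidence.

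More genes were detected at E16.5 than at E14.5, although E16.5 libraries were smaller. At an equal depth of 17.7 M counts, 36700 ± 2725 genes (SD, n = 24) were detected at E16.5 and 25852 ± 1071 (n = 8) at E14.5, which argues against library size. Counts on genes that are not protein-coding made up 5.92% at E16.5 and 3.05% at E14.5. A library batch could give this, and age cannot be told apart from it, since the ages share no litter or month.

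The library labelled E16.5 heterozygous replicate 5 had Taf4b at 54.9 CPM. Its Gm21055 level was 0.747 CPM, where the other heterozygous libraries held 0.187 to 1.14 CPM and the libraries labelled deficient other than replicate 8 held 0.290 to 1.35 CPM. A mislabelled sample could give its low Taf4b and cannot be told apart from variation among heterozygous libraries.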
